# Rosmarinic Acid Methyl Ester Regulates Ovarian Cancer Cell Migration and Reverses Cisplatin Resistance by Inhibiting the Expression of Forkhead Box M1

**DOI:** 10.3390/ph13100302

**Published:** 2020-10-12

**Authors:** Soo Hyun Lim, Ki Hong Nam, Kyungtae Kim, Sang Ah Yi, Jaecheol Lee, Jeung-Whan Han

**Keywords:** rosmarinic acid methyl ester, ovarian cancer, FOXM1, migration, invasion, cisplatin resistance

## Abstract

Rosmarinic acid methyl ester (RAME), a derivative of rosmarinic acid (RA), is reported to have several therapeutic effects, including anti-tumor effects against cervical cancer. However, its anti-tumor effects in ovarian cancer is unclear. In this study, we studied the molecular pathways associated with the anti-tumor effects of RAME in ovarian cancer. To identify the effects of RAME in ovarian cancer, RNA sequencing was performed in RAME-treated ovarian cancer cells; we found that RAME treatment downregulated the genes closely involved with the target genes of the transcription factor Forkhead box M1 (FOXM1). It was reported that FOXM1 is overexpressed in a variety of cancer cells and is associated with cell proliferation and tumorigenesis. Therefore, we hypothesized that FOXM1 is a key target of RAME; this could result in its anti-tumor effects. Treatment of ovarian cancer cells with RAME-inhibited cell migration and invasion, as shown by wound healing and transwell migration assays. To examine whether RAME represses the action of FOXM1, we performed quantitative RT-PCR and ChIP-qPCR. Treatment of ovarian cancer cells with RAME decreased the mRNA expression of FOXM1 target genes and the binding of FOXM1 to its target genes. Moreover, FOXM1 expression was increased in cisplatin-resistant ovarian cancer cells, and combination treatment with RAME and cisplatin sensitized the cisplatin-resistant ovarian cancer cells, which was likely due to FOXM1 inhibition. Our research suggests that RAME is a promising option in treating ovarian cancer patients, as it revealed a novel molecular pathway underlying its anti-tumor effects.

## 1. Introduction

Ovarian cancer, the most lethal gynecological cancer, is the second most common malignancy after breast cancer in women over the age of 40 [1]. About 80% of all ovarian cancers are of the high-grade serous type, arising from the serous epithelial layer in the abdominopelvic cavity [2]. Since most ovarian cancers are diagnosed at advanced stages, they have a poor prognosis, and a low overall survival rate [3]. Moreover, the survival rate of patients with ovarian cancer has barely changed since platinum-based treatment was introduced more than 30 years ago [4]. Therefore, there is an important need for new strategies to treat ovarian cancers and a better understanding of the molecular events leading to the resistance of treatment.

Forkhead box M1 (FOXM1), a member of the Forkhead box transcription factor family, is an oncogenic transcription factor, and its overexpression is associated with poor prognosis in several types of human cancers, such as pancreatic cancer, breast cancer, and lung cancer [5,6,7]. FOXM1 is involved in cell cycle progression through regulation of gene expression in the G1/S and G2/M phases and by inducing the proper execution of the mitotic program [8,9,10]. Moreover, FOXM1 plays an important role in the early stage of metastasis, by stimulating the expression of genes associated with the invasion and migration of cancer cells [11,12,13]. FOXM1 also increases the population, proliferation, and motility of cancer stem cells, which make cancers tolerant to drugs like cisplatin [14,15]. Hence, targeting FOXM1 could be effective for treating several cancers and sensitizing drug-resistant cancer cells.

Rosmarinic acid methyl ester (RAME), a derivative of rosmarinic acid (RA), has several biological effects, such as anti-microbial, anti-inflammatory, and anti-allergic effects [16,17,18]. RAME also exhibits anti-oxidant and anti-melanogenesis in vivo [19]. Recently, the anti-cancer effect of RAME via the inhibition of mTOR-S6K1 signaling in cervical cancer was reported [20]. It was also reported that RAME induced the apoptosis of cervical cancer cells and enhanced the anti-tumor effect of cisplatin in cervical cancer. However, the regulation of gene expression by RAME treatment and the mechanisms through which gene expression is regulated, are unclear.

Here, we performed RNA-sequencing in RAME-treated ovarian cancer cells. Differentially Expressed Gene (DEG) analysis and Gene Ontology (GO) analysis suggest that the expression of mitosis-associated genes known to be regulated by FOXM1 were downregulated. Treatment of ovarian cancer cells with RAME effectively inhibited the binding of FOXM1 to its target gene promoters by decreasing the FOXM1 expression. We also observed that RAME repressed the migration and invasion of ovarian cancer cells. Moreover, co-treatment with RAME and cisplatin sensitized a cisplatin-resistant ovarian cancer cell line and induced the expression of apoptosis-associated genes. Collectively, our studies suggested that RAME, a derivative of rosmarinic acid, has the potential for use as a therapeutic substance for patients with ovarian cancer, especially for those with cisplatin-resistant tumors.

## 2. Results

### 2.1. Transcriptome Analysis of Ovarian Cancer Cells Treated with RAME Shows that FOXM1 Target Genes are Downregulated

Previously, it was reported that RAME induced the autophagy and apoptosis of cervical cancer cells [20]. To further elucidate the molecular pathways demonstrating its anti-tumor effects against ovarian cancer, we performed the RNA-sequencing of RAME-treated SKOV-3 ovarian cancer cells. 

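SKOV-3 is an established line of human ovarian cancer cells, and RAME is the methyl ester of the plant phenol rosmarinic acid. The data are 4 RNA-sequencing libraries of cells labelled as this line, 2 from cells given the solvent DMSO and 2 from cells given 40 µM RAME, taken after 24 h. In a check of genes that tell donors apart, 4 of 4 libraries did not match the label. Reads shared with related genes were not excluded as the source, so the identity of the cells stays open. The library kit starts reverse transcription at the poly(A) tail, so reads fall near the 3′ end of a transcript and 1 transcript gives about 1 read whatever its length. Reads assigned to genes summed to 2306379 and 2543566 in the DMSO libraries and to 1441575 and 1777782 in the RAME libraries, with 8708, 8052, 8388 and 8497 genes detected. The 10 most-read genes took 10.4% and 11.1% of the reads in the DMSO libraries and 14.9% and 15.2% in the RAME libraries. The authors aligned the reads with Bowtie2 and deposited raw counts per gene, normalized values on a log2 scale, and a fold and a p-value per gene. The raw counts were analysed here with edgeR (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment). Of 25737 genes listed, 11683 had a read and 4517 had enough reads to be tested. The design, 27 gene lists, the rule for the genes named and the alternatives, except some added later, were fixed before the counts were examined. Those added after the data were seen include thinning all libraries to the smallest total and removing genes that share reads. The list of YAP/TEAD targets was written after some of its members had been seen in the paper's Table S1. The 2 libraries of a group differed by more than the sampling noise, with a chi-square per degree of freedom of 28.9 for DMSO over 5416 genes and 15.4 for RAME over 5041 genes. Neither the paper nor the sample labels say that they came from separate cultures, so p-values measure only the spread between these samples, which may be technical. An exact permutation test of 2 against 2 libraries cannot give a two-sided p under 0.333, so single genes rest on the edgeR model, which shares its estimate of the spread across genes. On simulated counts of this design, over 4517 genes with 200 changed, edgeR recovered 4% of genes changed 2-fold, 64% of those changed 4-fold and 90% of those changed 8-fold, with 3 false calls. The simulation gave every gene 1 common spread and had no library standing apart. Its false calls therefore do not give the error rate in the real counts.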

Since 40 µM of RAME treatment showed apoptotic effects in cervical cancer cells [20], we treated another ovarian cancer cell line, SKOV-3, with 40 µM of RAME. 

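Cells given RAME held more transcript of many genes for protein folding, heat shock and the joint list of hypoxia and glycolysis, and of some immediate early factors, than cells given DMSO. HSPA5, which encodes the endoplasmic reticulum chaperone BiP, took 0.231% and 0.354% of the reads in the DMSO libraries and 3.46% and 2.64% in the RAME libraries (log2 fold change 3.48, standard error 0.30, adjusted p = 8.64e-05 from edgeR). DDIT4, whose product restrains mTORC1 signalling, rose from 201 and 262 reads to 3114 and 5750 (log2 fold change 4.92, standard error 0.34, adjusted p = 1.99e-05 from edgeR). Of 19 tested genes of the unfolded protein response, 12 were higher and 1 was lower at an adjusted p under 0.05 (14 and 1 when adjusted over the list alone). Besides HSPA5 they included DNAJC3 (log2 fold change 3.27) and PDIA4 (3.67), which act in folding inside the endoplasmic reticulum, and HERPUD1 (2.82), which acts in the disposal of misfolded proteins there. The lower member was EDEM1, which targets misfolded glycoproteins for degradation (log2 fold change −2.64, adjusted p = 0.0284 from edgeR). It was named after its values were seen, and its call was lost without DMSO replicate 1 and in limma-voom. Of 11 tested heat shock genes, 6 were higher and none was lower (7 when adjusted over the list alone), among them HSPH1 (log2 fold change 4.05), BAG3 (3.35), HSPA8 (3.82) and HSP90AA1 (1.49). Without DMSO replicate 2 there were 6 higher and 2 lower, and without RAME replicate 2 there were 4 and 1. HSPA8 and HSP90AA1 have pseudogenes that can share reads, so their values are uncertain. Of 18 tested genes of hypoxia and glycolysis, 9 were higher and none was lower (12 when adjusted over the list alone), among them the glucose transporter gene SLC2A1 (3.25), KDM3A (2.30), PKM (2.04) and NDRG1 (2.00). Of 12 tested p53 targets, 6 were higher and none was lower (6 when adjusted over the list alone). BTG2, an antiproliferative gene, and BBC3, which encodes the pro-apoptotic protein PUMA, had log2 fold changes of 3.31 and 2.09, and CCNG1 had 2.16. PLK3 had 2.29 and is uncertain, since its reads nearly equal those of its neighbour TCTEX1D4. Of 9 tested immediate early genes, FOS (3.39), JUND (2.45), ATF3 (2.10) and JUN (1.26) were higher and none was lower (4 when adjusted over the list alone), with the JUN call lost without RAME replicate 2. Tested as sets by camera with a preset correlation between genes of 0.01, these lists had adjusted p = 4.36e-05 (unfolded protein response), 0.00355 (heat shock), 1.55e-06 (hypoxia and glycolysis), 0.000351 (p53 targets) and 0.0116 (immediate early). With an estimated correlation none passed: adjusted p = 0.324 with an estimated correlation for immediate early genes and 0.202 for each of the other 4 lists. That setting also missed 1 changed list of 20 genes in simulated counts. The simulated genes varied independently, so the simulation cannot say which setting is right for genes that vary together. Whether the lists changed as sets therefore stays open, here and for the lists below. The immediate early list also did not pass with no filter on reads (adjusted p = 0.0825).

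**Figure D1:**
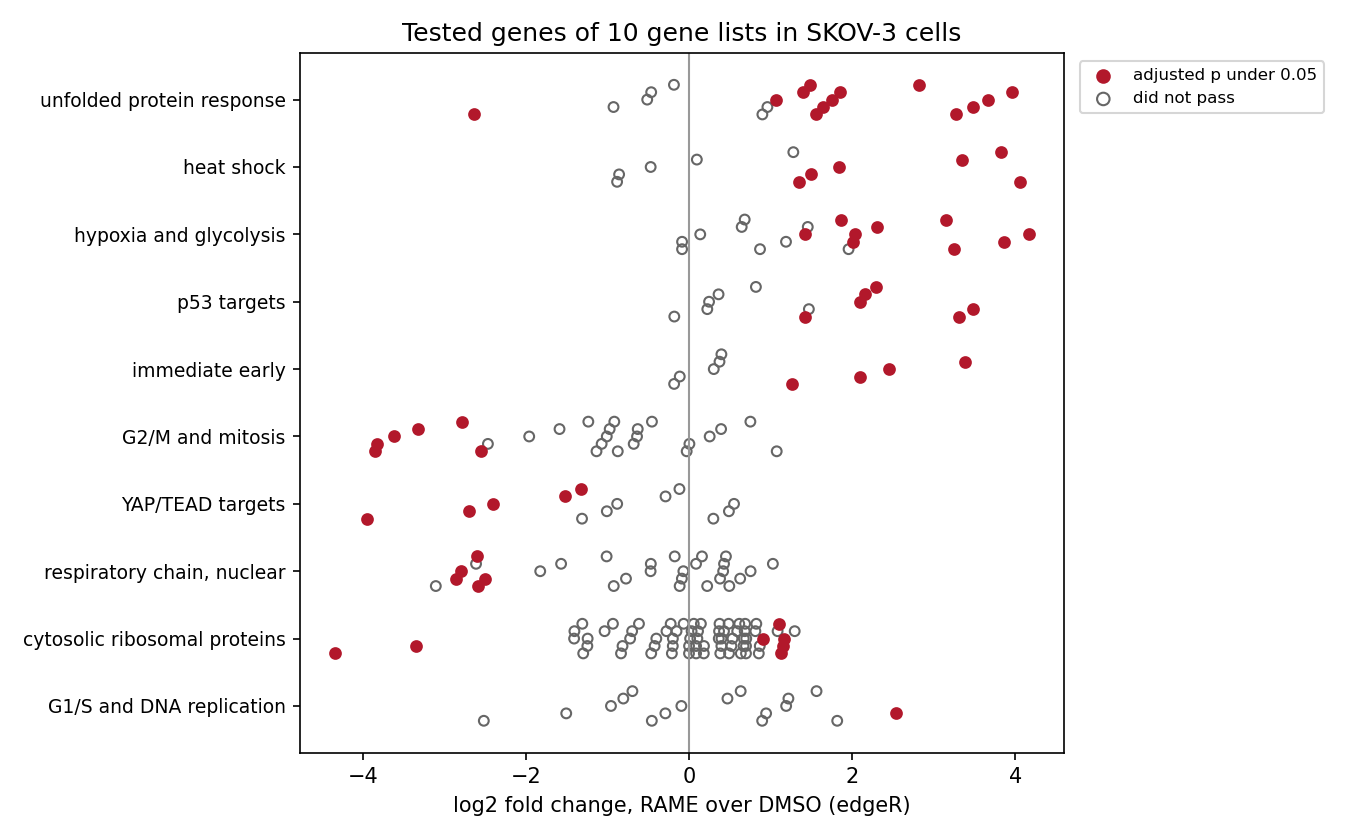
Log2 fold change of RAME over DMSO (x axis) for each tested gene of 10 gene lists (rows), from edgeR. Filled points passed an adjusted p of 0.05 and open points did not. Of the 19 points for the unfolded protein response, 12 filled ones lie to the right of 0 and 1 to the left, and in the G2/M row 6 filled points lie to the left.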

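Over all 4517 genes tested, 612 differed between RAME and DMSO at an adjusted p under 0.05 in edgeR, 292 higher and 320 lower with RAME. Of these, 288 of the higher and 311 of the lower genes differed by more than 2-fold. The 10 largest rises, besides DDIT4 and genes of protein folding and heat shock given before, were those of ID1 (log2 fold change 4.61) and ID2 (3.77), inhibitors of helix-loop-helix transcription factors, CRYAB (4.56), a small heat shock protein gene, OSER1 (3.92) and SAR1A (3.41), whose product buds vesicles from the endoplasmic reticulum. All 10 kept their call without any 1 library and in limma-voom. The 10 largest falls were each more than 2-fold higher in DMSO replicate 1 than in DMSO replicate 2, by 2.5 to 9.1-fold with 1 added to each CPM. RPL15, a ribosomal protein gene with pseudogenes that can share reads, went from 1187 and 253 reads to 15 and 31 (log2 fold change −4.34, standard error 0.74, adjusted p = 0.0104 from edgeR). SFMBT2 (log2 fold change −4.29), CLDND1 (−4.24), TIMM10 (−4.58) and the pseudogene MINOS1P1 (−4.85) had the same gap between the DMSO libraries. SNRPE had 94 reads over both DMSO libraries and 1 over both RAME libraries, a ratio of CPM of 62.4 with a 95% counting interval of 10.9 to 2490. NGDN had 89 and 2 reads (29.5, interval 7.94 to 248) and C9orf64 178 and 1 (118, interval 20.9 to 4690). The calls of C9orf64, CYSTM1 (−4.76) and RCL1 (−4.50) were lost without DMSO replicate 1, and limma-voom called 2 of the 10, SNRPE and NGDN. Among all 320 lower genes, 111 were more than 2-fold higher in DMSO replicate 1 than in replicate 2 and 0 the other way round. Over all 4517 tested genes these counts were 516 and 176, and among the 292 higher genes 6 and 13. The number of genes changed at adjusted p under 0.05 was 323 without DMSO replicate 1 (181 higher, 142 lower) and 344 without RAME replicate 1 (169 higher, 175 lower), and 189 of the 612 genes were called the same way without any 1 library. By the ratio of the group means of the authors' normalized values alone, with no p-value, 2115 genes were more than 2-fold higher and 1452 more than 2-fold lower with RAME. Of the 2115, 778 had 0 reads in both DMSO libraries. Of the 3567 genes together, 1916 had a mean under 5 reads per library, and 971 had a mean of at least 20 (376 higher, 595 lower). By the same measure 2697 genes differed by more than 2-fold between the 2 DMSO libraries and 4349 between the 2 RAME libraries, or 2697 and 2776 without the genes at 0 reads in both DMSO libraries.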

As shown by the RNA-sequencing data, 2789 differentially expressed genes (DEGs) were identified, including 1337 upregulated genes and 1452 downregulated genes (Figure 1A). We selected 242 downregulated genes (|log_2_ (Fold change)| > 1, *p*-value < 0.05), and gene ontology (GO) analysis of the RNA-sequencing data using the Enrichr tool revealed that the RAME treatment downregulated the target genes of the transcription factor Forkhead box M1 (FOXM1) (Figure 1B, Supplementary Table S1). 

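The genes of Table S1 with the most reads were lower in both RAME libraries than in both DMSO libraries, and so was a group of genes of the Hippo pathway. MARCKS, which encodes an actin-binding substrate of protein kinase C, fell from 10857 and 13138 reads to 1963 and 2533 (log2 fold change −1.73, standard error 0.25, adjusted p = 0.0031 from edgeR). AMOTL2, an angiomotin family gene, fell from 1289 and 1323 reads to 40 and 66 (log2 fold change −3.95, standard error 0.34, adjusted p = 8.64e-05 from edgeR). RUNX2, a transcription factor gene, had a log2 fold change of −2.63, and VAPA, a protein of the endoplasmic reticulum membrane, −1.59. QKI (−1.20) and LUC7L3 (−1.24), genes of an RNA-binding protein and a splicing factor, lost their calls without RAME replicate 1. Among the genes with the lowest folds in Table S1, SMARCAD1 had a log2 fold change of −3.47. PIF1, a DNA helicase gene, had 49 reads over both DMSO libraries and 2 over both RAME libraries, a ratio of CPM of 16.3 with a 95% counting interval of 4.27 to 138, and its call was lost without RAME replicate 1. CRTC2 had 30 and 0 reads. With 0 reads in RAME allowing up to 3 over the group, its ratio of CPM was 6.64 or more, with the DMSO reads taken as exact. Its call was lost without DMSO replicate 1 and without either RAME library. All 242 genes were found in the count table. Of these, 167 had enough reads to be tested, 100 were lower at an adjusted p under 0.05 and 67 did not pass (156 lower when adjusted over the list alone). With the replicate number as a block 47 were lower, with upper quartile scaling 71 and with library size only 125. The study chose this list on these samples, so its direction is not independent evidence. As a set it had adjusted p = 6.71e-42 by camera, and adjusted p = 0.202 with an estimated correlation. The remaining 75 genes had too few reads to test. Over all 4 libraries 86 genes had under 40 reads and 44 under 10, and 52 had none in either RAME library. FOXM1 is one of 20 genes that share 1 fold and 1 p-value in the table. Without DMSO replicate 1 the number of genes called lower was 47, without RAME replicate 1 it was 35 and without RAME replicate 2 it was 54. Of 13 tested YAP/TEAD targets, 5 were lower and none was higher (7 lower when adjusted over the list alone): AMOTL2, LATS2 (−2.40), CRIM1 (−1.52), ARHGEF17 (−1.33) and CYR61 (−2.70), the last named after its values were seen. The fold of LATS2, 0.189, was 0.257 without RAME replicate 1 and 0.115 without RAME replicate 2. The YAP/TEAD list was written after some members had been seen in Table S1, so it is not independent either. Its set test gave adjusted p = 0.00379, and adjusted p = 0.202 with an estimated correlation, and 3 members were called without RAME replicate 1. CRIM1 lost its call without DMSO replicate 1 or RAME replicate 1, ARHGEF17 without DMSO replicate 2 or RAME replicate 1, and CYR61 in DESeq2 and limma-voom. From an Enrichr analysis of the 242 genes (Figure 1B), not repeated here, the paper states that RAME lowered the targets of FOXM1.

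**Figure D2:**
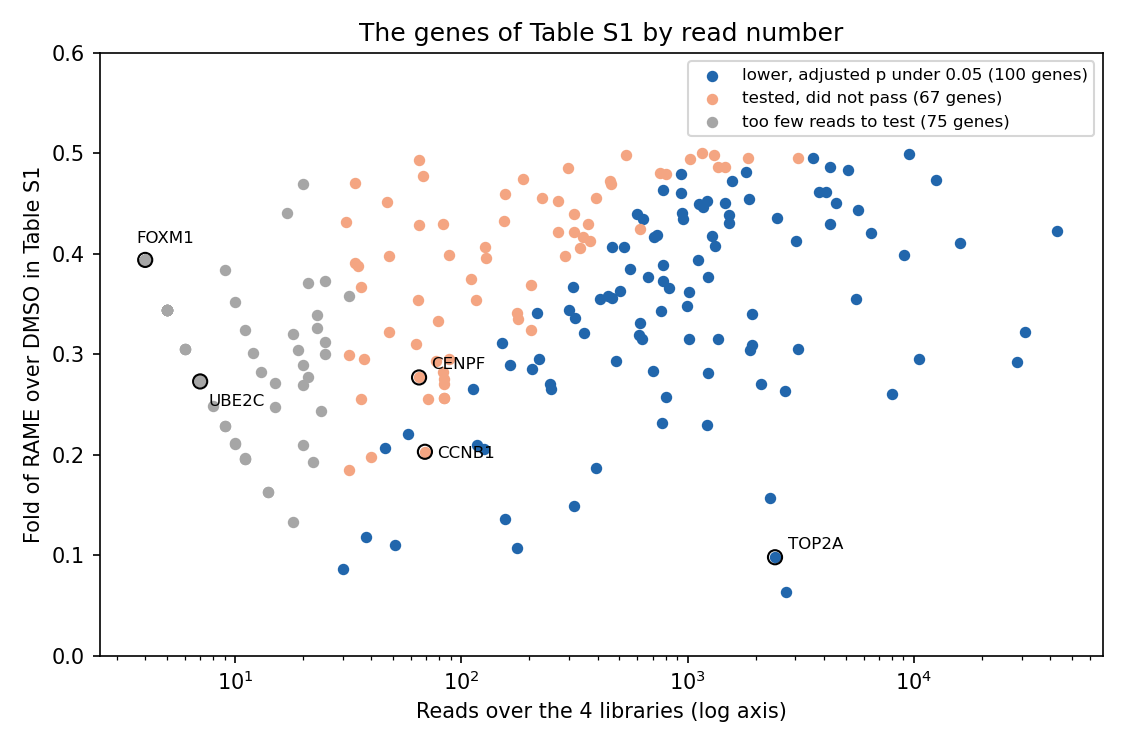
Each point is 1 of the 242 genes of Table S1, by its reads over the 4 libraries (x axis, log scale) and the fold of RAME over DMSO that the paper's Table S1 gives (y axis). Colours mark the 100 genes called lower, the 67 tested genes that did not pass and the 75 with too few reads to test. Genes with equal reads and fold overlap, as the 20 at the place of FOXM1 do. FOXM1 and UBE2C had too few reads to test, and TOP2A was called lower.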

In ovarian cancer, the gene expression level of FOXM1 was higher than normal tissue (Figure S1). FOXM1 promotes cell proliferation and migration by regulating the expression of its target genes [21,22,23,24,25,26,27]. These target genes included CCNB1, CENPF, TOP2A, and UBE2C, and were downregulated, as per our RNA-sequencing data. Therefore, we confirmed the mRNA expression levels of FOXM1-targeted genes following RAME treatment for 24 h, using RT-qPCR. 

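TOP2A, which encodes DNA topoisomerase II alpha, was lower with RAME by about 10 times, and the other 3 genes were lower in both RAME libraries than in both DMSO libraries but did not pass the test. TOP2A had 921 and 1377 reads in the DMSO libraries and 78 and 60 in the RAME libraries, or 458 ± 101 and 45.8 ± 15.4 CPM (SD, n = 2 each). Its log2 fold change was −3.33 (standard error 0.37, adjusted p = 0.000453 from edgeR), and the call held without any 1 library. CCNB1, the gene of cyclin B1, had 32 and 30 reads against 1 and 6 (log2 fold change −2.47, standard error 0.76, adjusted p = 0.0513 from edgeR). Its fold of RAME over DMSO, 0.181, was 0.282 without RAME replicate 1 and 0.0627 without RAME replicate 2. CENPF, the gene of a kinetochore protein, had 28 and 28 reads against 2 and 7 (log2 fold change −1.96, standard error 0.71, adjusted p = 0.0842 from edgeR). Its fold of 0.257 was 0.364 without RAME replicate 1 and 0.134 without RAME replicate 2. UBE2C, an E2 enzyme of the anaphase-promoting complex, had 4 and 3 reads against 0 and 0. With 0 reads in RAME allowing up to 3 over the group, the ratio of CPM was 1.55 or more, with the DMSO reads taken as exact. An exact binomial test on these reads, which compares those libraries and not the conditions, gave p = 0.0469. In edgeR with no filter the adjusted p of UBE2C was 0.485. FOXM1 itself had 2 and 2 reads in DMSO and 0 and 0 in RAME, or 0.825 CPM over both DMSO libraries, where 0 reads in RAME allow up to 0.932. A difference in FOXM1 was therefore not detectable at this depth (exact binomial test on the reads, p = 0.156). The floors cover the counting error of the RAME reads only, and the tests that of both groups, without the spread between libraries. GAPDH, the reference gene of the paper's RT-qPCR, had 572 and 321 reads against 133 and 421 (log2 fold change −0.09, adjusted p = 0.926 from edgeR). As a set the 4 targets, which the study picked from these data, had 3 tested members, 1 of them lower and none higher (3 lower when adjusted over the list alone), with adjusted p = 0.00355 by camera and adjusted p = 0.202 with an estimated correlation. Of 90 genes of the G2/M and mitosis programme, to which these 4 and FOXM1 belong, 26 had enough reads to be tested and 48 had 12 or fewer reads in total. Of the 26, 6 were lower and none was higher (7 lower and 1 higher when adjusted over the list alone). The set had adjusted p = 7.7e-05 by camera and adjusted p = 0.202 with an estimated correlation. It was not tested without the targets that the study picked from these data, so it is not fully independent evidence. CKS2, a cofactor of cyclin-dependent kinases, had a log2 fold change of −2.78, with 423 reads in DMSO replicate 1 and 221 in replicate 2. HMGB2 (−3.85), a chromatin protein gene with pseudogenes that can share reads, and PTTG1 (−2.55), the gene of securin, also had more reads in DMSO replicate 1 than in replicate 2 (2906 and 539, 93 and 35). The calls of HMGB2 and PTTG1 were lost without RAME replicate 1, and that of PTTG1 also without DMSO replicate 1. The 6 lower calls of the list became 2 without RAME replicate 1 and 3 in limma-voom. Of 17 tested genes of G1/S and DNA replication, none was lower and 1 was higher, CDC6 (2.54), with no call when adjusted over the list alone (adjusted p = 0.447 by camera). CDC6 was named after its values were seen and lost its call in DESeq2, in limma-voom and without DMSO replicate 2 or either RAME library.

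**Figure D3:**
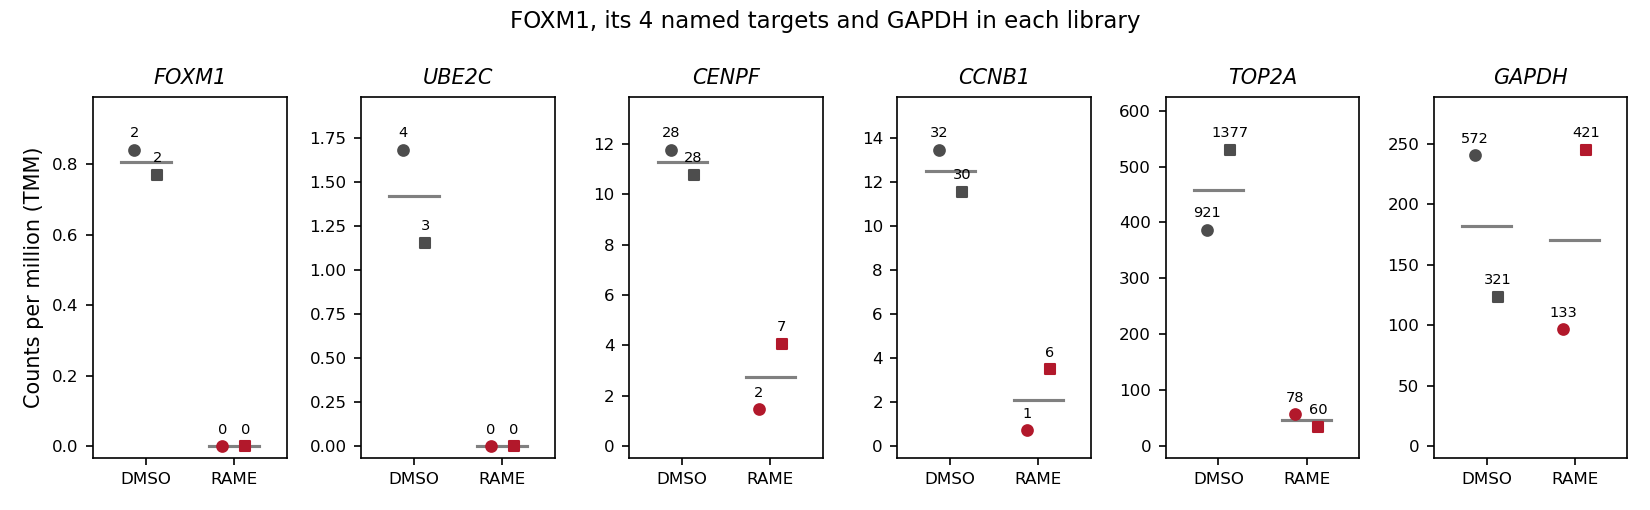
CPM after TMM normalization (y axis) of FOXM1, its 4 named targets and GAPDH in the 2 DMSO and 2 RAME libraries. Circles are replicate 1, squares replicate 2, bars the group means and the numbers the raw reads. The y axes differ between genes. FOXM1 has 2 reads in each DMSO library and 0 in each RAME library, and TOP2A has 921 and 1377 against 78 and 60.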

SKOV-3 cells were treated with various doses of RAME, and the mRNA expression levels of CCNB1, CENPF, TOP2A, and UBE2C decreased significantly in a dose-dependent manner (Figure 1C). In addition, the mRNA expression levels of FOXM1 target genes were decreased in RAME-treated TOV-21G cells (Figure 1D). Altogether, these data indicated that RAME treatment suppressed the expression of FOXM1 target genes that were associated with enhancing cell migration in ovarian cancer cells.

### 2.2. RAME Inhibits Expression of FOXM1 and its Interaction with Target Genes

To figure out whether RAME inhibits the mRNA expression of the FOXM1 target genes by regulating FOXM1 expression, we investigated FOXM1 protein levels in ovarian cancer cell lines treated with RAME. Immunoblot analyses showed that treatment with 40 µM RAME for 24 h decreased the protein levels of FOXM1 in SKOV-3 and TOV-21G cells (Figure 2A,B). We next assessed the direct binding of FOXM1 to the promoters of the downregulated genes through chromatin immunoprecipitation (ChIP)-qPCR using FOXM1 antibodies. The ChIP-qPCR analysis indicated that RAME treatment (40 μM) decreased the enrichment of FOXM1 at the promoters of CCNB1 and UBE2C (Figure 2C,E). Furthermore, ChIP-qPCR using H3 acetylation (H3Ac) antibodies was performed to unravel the epigenetic regulatory mechanisms. H3 acetylation at the promoters of CCNB1 and UBE2C was reduced following the RAME treatment, causing a downregulation in gene expression (Figure 2D,F). These results indicated that RAME reduced FOXM1 target gene expression via the regulation of FOXM1 expression and the occupancy of FOXM1 at the promoters of FOXM1 target genes, as well as by inhibition of H3 acetylation.

### 2.3. RAME Inhibits Cell Migration and Invasion in Ovarian Cancer Cell Line

FOXM1 target genes are known to enhance cell migration and invasion [28,29]. Since RAME inhibits the expression of FOXM1 and its target genes, we hypothesized that RAME would also decrease the migration and invasion abilities of ovarian cancer cells. To assess the impact of RAME on the migration of ovarian cancer cell lines, we performed a wound healing assay. It was found that RAME reduced the migration ability of TOV-21G ovarian cancer cells in a dose-dependent manner (Figure 3A). Moreover, the migration ability of the SKOV-3 cells was also suppressed dose-dependently, following RAME treatment for 24 h (Figure 3B). Likewise, the transwell invasion assay revealed that RAME treatment inhibited the invasion of TOV-21G cells in a dose-dependent manner (Figure 3C). Furthermore, the invasion ability of SKOV-3 cells was also reduced significantly, as the concentration of RAME increased (Figure 3D). The inhibition of migration and invasion by RAME treatment were not due to apoptosis, in that, the RAME treatment did not increase the apoptosis marker gene expression in the SKOV-3 (Figure S2A) and TOV-21G cells (Figure S2B). These results suggest that the motility of ovarian cancer cells is repressed by RAME treatment.

### 2.4. RAME Regulates Target Gene Expression via FOXM1

RAME inhibited FOXM1 target genes by downregulating FOXM1 and its binding with its target genes (Figure 1C,D and Figure 2). To ascertain whether RAME regulates the expression of FOXM1 target genes via FOXM1 inhibition, not other molecular pathways, SKOV-3 ovarian cancer cells were transfected with siFOXM1 for knocking down FOXM1. As shown by immunoblot analysis, FOXM1 levels were reduced in RAME-treated (40 µM) SKOV-3 cells. On the other hand, RAME did not reduce the FOXM1 levels in the FOXM1-knockdown cells (Figure 4A). Likewise, the mRNA levels of FOXM1 were also suppressed in SKOV-3 cells after RAME (40 µM) treatment, but not in RAME-treated FOXM1-knockdown cells (Figure 4B). In addition, RAME treatment suppressed the expression of FOXM1 target genes. Conversely, there was no change in the expression of FOXM1 target genes in FOXM1-knockdown cells, following RAME treatment (Figure 4C). Collectively, these results revealed that FOXM1 target genes are regulated via FOXM1 and not the other pathways.

### 2.5. RAME Accelerates Anticancer Drug Effects in Cisplatin Resistant Ovarian Cancer Cell Line

It was reported that cisplatin-resistant cancer cell lines showed elevated FOXM1 levels [30]. To confirm this, we established cisplatin resistant ovarian cancer cell line using TOV-21G cells, which have low FOXM1 expression than SKOV-3 cell (Figure S3) and performed an immunoblotting assay in TOV-21G and cisplatin-resistant TOV-21G cells. In the cisplatin-resistant TOV-21G cell line, FOXM1 levels were considerably elevated, compared to the TOV-21G cell line (Figure 5A,B). Within this cisplatin-resistant TOV-21G cell line, we checked the differences in FOXM1 levels after treatment with cisplatin and RAME. Although the cisplatin-only treated group did not show any changes in the FOXM1 levels, the cells treated with cisplatin and RAME showed reduced FOXM1 levels (Figure 5C). We also confirmed that the downregulation of FOXM1 by RAME reduced the mRNA expression levels of the FOXM1-binding genes CCNB1 and UBE2C (Figure 5D). The cells treated with both cisplatin and RAME showed reduced viability, compared to those treated with cisplatin only (data not shown); hence, we performed cell viability assays of the TOV-21G cell line under several conditions. The cisplatin-resistant TOV-21G cell line showed a higher IC50 value than the normal TOV-21G cell line, but this IC50 value was reduced in the presence of RAME (Figure 5E). Moreover, in the cisplatin-resistant TOV-21G cell line, genes related to cell apoptosis showed increased mRNA expression levels, only following treatment with both cisplatin and RAME (Figure 5F). In conclusion, RAME induced accelerated anti-cancer effects by regulating FOXM1 expression levels, and it could be considered to be a potential anticancer therapeutic.

## 3. Discussion

Several studies revealed that FOXM1 is overexpressed in various cancer cells, such as ovarian, breast, lung, and cervical cancer cells [12,30,31,32]. Upregulation of FOXM1 enhances cell proliferation and inhibits apoptosis [14,33,34]. Moreover, upregulated FOXM1 is related to poor prognosis in several cancers [12,35]. Therefore, FOXM1 is a promising therapeutic target for inducing anti-cancer effects in various cancer cells [36,37]. In this study, we hypothesized that RAME could exert anti-cancer effects since it downregulated the expression of FOXM1 target genes, according to our RNA sequencing data. Based on this hypothesis, we investigated the expression of FOXM1 target genes and the recruitment of FOXM1 onto the promoters of its target genes. We identified that RAME suppressed the expression of FOXM1 target genes by inhibiting the enrichment of FOXM1 on their promoters, as shown in Figure 1C,D and Figure 2. Moreover, by suppressing the expression of the FOXM1 and its target genes, the migration and invasion abilities of ovarian cancer cells were suppressed (Figure 3).

Ovarian cancer is commonly diagnosed in the advanced stages; however, ovarian cancer is more curable at the early stages than at the later stages [38]. This is due to the lack of warning signs or obvious symptoms in early-stage ovarian cancer; hence, ovarian cancer is usually called “the silent killer” [38,39,40]. Unfortunately, the diagnosis of ovarian cancer at advanced stages leads to the acquisition of resistance to conventional chemotherapy and poor prognosis [41,42]. For these reasons, there is an increasing need for an effective treatment against chemotherapy-resistant ovarian cancer.

Cisplatin is one of the conventional agents used to treat ovarian cancer. Its anti-cancer effect is a result of DNA damage-induced apoptosis [43]. Ovarian cancer often develops cisplatin resistance after cisplatin chemotherapy [44]. Furthermore, recurrence of ovarian cancer is up to 75% and the recurrent cancer can result in the acquisition of cisplatin resistance, as well [43]. Thus, cisplatin resistance is a limitation of cisplatin chemotherapy, since there are several molecular mechanisms leading to cisplatin resistance [45,46,47]. Among the mechanical reasons, previous studies showed that upregulation of FOXM1 induced cisplatin resistance in several cancer cells [48,49,50]. From these previous studies, we hypothesized that RAME could overcome cisplatin resistance in ovarian cancer cells. Our data revealed that co-treatment with RAME and cisplatin was effective against cisplatin-resistant cancer cells by inhibiting the expression of FOXM1 and its target genes, ultimately inducing apoptosis in these cells (Figure 5).

## 4. Materials and Methods

### 4.1. Antibodies and Reagents

Anti-FOXM1 (GeneTex, Irvine, CA, USA; GTX102170) and anti-β-Actin (Millipore, Temecula, CA, USA; mab1501) antibodies were utilized for the immunoblotting assay in this study. In addition, for the Chromatin Immunoprecipitation assay, anti-FOXM1 (GeneTex, Irvine, CA, USA; GTX102170) and anti-H3Ac (Millipore, Temecula, CA, USA; 06-599) antibodies were used. Rosmarinic acid methyl ester (RAME) was purchased from Chemfaces (Wuhan, China; No. CFN97567). RAME was extracted from the herbs of *Rosmarinus officinalis* L. and its purity was ≥98%.

### 4.2. Cell Culture and Establishment of Cisplatin-Resistant TOV-21G (TOV/CisR) Cells

SKOV-3, a human ovarian cancer cell line, was maintained in McCoy’s 5A medium supplemented with 10% fetal bovine serum (FBS), 1% penicillin/streptomycin (P/S) (100×). Additionally, another ovarian cancer cell line, TOV-21G, was grown in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% FBS and 1% P/S (100×). These cell types were obtained from the American Type Culture Collection (ATCC) and maintained in a humidified atmosphere (37 °C, 5% CO_2_). Cisplatin-resistant TOV-21G (TOV/CisR) cells were established by culturing the cells with gradually increasing concentrations of cisplatin [51].

### 4.3. RNA Isolation, Library Preparation, and RNA-Sequencing

The total RNA of SKOV-3 cells was isolated using the Trizol reagent (Invitrogen, Carlsbad, CA, USA). For the gene expression profiling, RNA-sequencing was performed at Ebiogen Inc. (Seoul, Korea). RNA quality was assessed with an Agilent 2100 Bioanalyzer using the RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, The Netherlands), and RNA quantification was performed using an ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). For the RNAs of DMSO- and RAME-treated SKOV-3 cells, a library was constructed using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen Inc., Vienna, Austria), according to the manufacturer’s instructions. In brief, 500 ng of total RNA was prepared and an oligo-dT primer containing an Illumina-compatible sequence at its 5′ end was hybridized to the RNA; reverse transcription was then performed. After degradation of the RNA template, second strand synthesis was initiated by a random primer containing an Illumina-compatible linker sequence at its 5′ end. The double-stranded library was purified using magnetic beads to remove all reaction components. The library was amplified to add the complete adapter sequences required for cluster generation. The finished library was purified from the PCR components. High-throughput sequencing was performed as single-end 75 sequencing using NextSeq 500 (Illumina Inc., San Diego, CA, USA). QuantSeq 3′ mRNA-Seq reads were aligned using Bowtie2 [52]. Bowtie2 indices were either generated from the genome assembly sequence or the representative transcript sequences for alignment to the genome and transcriptome, respectively. The alignment file was used for assembling transcripts, estimating their abundance, and detecting the differential expression of genes. Analysis of the relationship between differentially expressed genes was performed with the Excel-based Differentially Expressed Gene Analysis (ExDEGA v.2.0.0) software by eBiogen (ebiogen.com). Differentially expressed genes with fold changes >2 and *p*-values < 0.05 were further identified by GO analysis using the Enrichr tool [53,54].

### 4.4. RNA Extraction and Quantative Real-Time PCR (qPCR)

Total RNA was isolated from the cells using an Easy-Blue reagent (iNtRON Biotechnology, Seongnam, Korea). Next, 1 μg of RNA was reverse-transcribed using a Maxim RT-PreMix Kit (iNtRON Biotechnology, Seongnam, Korea). Quantitative real-time PCR (qPCR) was performed using a KAPA^TM^ SYBR^®^ FAST qPCR Master Mix (Kapa Biosystems, Wilmington, MA, USA) and CFX96 TouchTM real-time PCR detector (Bio-Rad, Hercules, CA, USA). The relative mRNA expression levels of the target genes were normalized to the mRNA levels of GAPDH for each reaction. The primer sequences used for RT-qPCR were as follows: *FOXM1* forward, 5′-AACCGCTACTTGACATTG G-3′; *FOXM1* reverse, 5′-GCAGTGGCTTCATCTTCC-3′; *CCNB1* forward, 5′-CCAGTGCCAGTGTCTGAGC-3′; *CCNB1* reverse, 5′-TGGAGAGGCAGTATCAACCA-3′; *CENPF* forward, 5′-CAAGAATATGCACAACGTCCTGC-3′; *CENPF* reverse, 5′ GAACGCCTGTTCAGCTCTG-3′; *TOP2A* forward, 5′-CTGCGGACAACAAACAAAGG-3′; *TOP2A* reverse, 5′-ACACAATTTGGCTCCATAGC-3′; *UBE2C* forward, 5′-GGATTTCTGCCTTCCCTGAA-3′; *UBE2C* reverse, 5′-GATAGCAGGGCGTGAGGAAC-3′; *GAPDH* forward, 5′-ACGGATTTGGTCGTATTGGGCG-3′; *GAPDH* reverse, 5′-CTCCTGGAAGATGGTGATGG-3′; *P53* forward: 5′-TCTTCCTCTGAGGCGAGCT-3′, *P53* reverse: 5′-AGGTGTGTGTGTCTGAGCCC-3′, *14-3-3A* forward: 5′-: GGCCATGGACATCAGCAAGAA-3′, *14-3-3A* reverse: 5′-CGAAAGTGGTCTTGGCCAGAG-3′, *NOXA* forward: 5′-AGAGCTGGAAGTCGAGTGT-3′, *NOXA* reverse: 5′-GCACCTTCACATTCCTCTC-3′.

### 4.5. Protein Extraction and Immunoblotting

To extract the total protein, cells were lysed using a Pro-Prep reagent (iNtRON Biotechnology, Seongnam, Korea). Each sample contained the same amounts of protein, as determined by quantifying the protein contents in the lysates. The samples were loaded and separated via SDS-polyacrylamide gel electrophoresis (PAGE). Proteins were transferred onto polyvinylidene difluoride (PVDF, Millipore, Temecula, CA, USA) membranes using the wet transfer method. The membranes were blocked using 5% skim milk for 1 h; then, they were incubated overnight with primary antibodies at 4 °C. After incubation with the primary antibodies, the membranes were incubated with horseradish peroxidase-conjugated secondary antibodies for 1 h (Millipore, Temecula, CA, USA). The signals were detected using chemiluminescence reagents (AbClon, Seoul, Korea) and quantified using ImageJ software.

### 4.6. Chromatin Immnoprecipitation (ChIP)-qPCR

Cells were crosslinked with 1% formaldehyde in PBS. Then, the crosslinked samples were sheared by sonification to obtain chromatin fragments that were 200–500 bp in size. The sheared chromatin fragments were incubated overnight at 4 °C with antibodies and magnetic beads, except for 2% input DNA. After immunoprecipitation, the chromatins were de-crosslinked at 65 °C, followed by the addition of RNase A and Proteinase K. DNA was purified from the samples and subjected to PCR as a template. The result was expressed as IP/Input (2%). The primers for the Chromatin Immunoprecipitation (ChIP) assay were the targets of the promoters of each gene, and the sequences were as follows: *CCNB1* forward, 5′-CGCGATCGCCCTGGAAACGCA-3′; *CCNB1* reverse, 5′-CGCGATCGCCCTGGAAACGCA-3′; *UBE2C* forward, 5′-CATTGGCTGGATCAAACCCA-3′; *UBE2C* reverse, 5′-GGAGAACACGACTGCAACTG-3′.

### 4.7. Wound Healing Assay

Cells were grown on 6 well plates until 100% confluence, followed by scratch with a 200 µL pipette tip. After washing with PBS to remove the floating cells, the cells were incubated in a medium with RAME, at concentrations of 0, 20 and 40 µM for 24 h. Gap width between the migrated cells was estimated in 4 random fields, under microscope, and averaged.

### 4.8. Transwell Migration Assay

A cell migration assay was performed using the Transwell chamber inserts (24-well; Corning Incorporated, Corning, NY, USA) in a 24-well plate. The upper membranes were coated with Geltrex (Life Technologies, Carlsbad, CA, USA) as a barrier (100 µL/well) for the invasion assay. Then, 5 × 10^4^ cells suspended in 100 µL of culture medium containing 1% FBS were added to the upper chamber. Culture medium containing 20% FBS was placed in the bottom chamber. The cells were incubated for 24 h at 37 °C. After incubation, the inserts were removed from the plate and fixed with 100% methanol for 2 min, followed by staining with crystal violet for 25 min. The cells on the upper surface of the insert were wiped off with a cotton swab. The cells that migrated to the lower layer of the microporous membrane were counted under a microscope. Five fields in each sample were randomly selected and the mean values were calculated.

### 4.9. Knockdown of FOXM1

SKOV-3 cells were transfected with siRNA using Lipofectamine 2000 reagent (Life Technologies, Carlsbad, CA), according to the manufacturer’s protocol. The siRNA sequences targeting FOXM1 were as follows:

FOXM1 sense: 5′-CCCUGCCCAACAGGAGUCUAAUCAA-3′,

FOXM1 antisense: 5′-UUGAUUAGACUCCUGUUGGGCAGGG-3′

### 4.10. Cell Viability Assay

A cell viability assay was performed using PrestoBlue™ (Invitrogen, Carlsbad, CA, USA; A13261) in a 96-well plate. The cancer cell lines were cultured at a density of 1 × 10^4^ cells per well. After incubation for 24 h at 37 °C, the cells were treated with 0–100 µM of cisplatin for 24 h, and the wavelength absorbance test was performed using Cytation™ 5 Cell Imaging Multi-Mode Reader (Biotek, Winooski, VT, USA).

### 4.11. Statistical Analysis

Statistical significance was analyzed using Student’s *t*-test (two-tailed) and Pearson’s correlation test. Statistical differences were assessed based on the following criteria for *P*-values: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

## 5. Conclusions

In conclusion, our study showed that RAME suppressed the expression of a novel molecular target, FOXM1, leading to anti-cancerous effects. By inhibiting the expression of the transcription factor FOXM1, the expression of its target genes was also downregulated. In fact, many transcription factors, such as Twist, CREB, and CTCF, are known to regulate the expression of FOXM1 by binding to its promoter [55]. Moreover, FOXM1 can be served as a transcription factor and can auto-regulate the expression of FOXM1 [56,57]. Therefore, further studies are needed to identify how RAME treatment regulates these various transcription factors, hence resulting in FOXM1 suppression. Our results also showed an effective decrease in the migration and invasion abilities of the ovarian cancer cells. Moreover, FOXM1 upregulation in cisplatin-resistant ovarian cancer cells was inhibited by RAME treatment. Consistently, co-treatment with RAME and cisplatin resulted in an increased sensitivity to chemotherapy and enhanced the apoptosis of cancer cells. These results showed that RAME could be an effective therapeutic agent to treat ovarian cancer patients, who also later develop chemoresistance. Additionally, further studies should be performed to elucidate the mechanism underlying the RAME-induced suppression of FOXM1 expression not only in ovarian cancer cells, but also in other cancer cells.

## Figures and Tables

**Figure 1:**
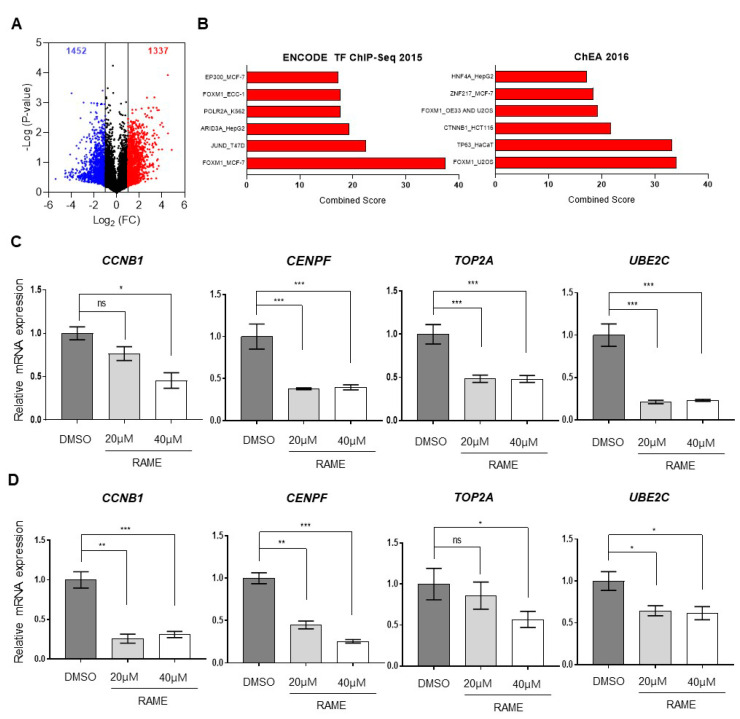
Transcriptome analysis of SKOV-3 cells treated with RAME shows that FOXM1 target genes are downregulated. (**A**) RNA-sequencing data with RAME (40 µM)-treated SKOV-3 ovarian cancer cells. (**B**) Gene Ontology (GO) analysis of RNA-sequencing data using the Enrichr tool. (**C**) The mRNA expression levels of FOXM1 target genes in SKOV-3 cells treated with RAME (20 µM and 40 µM) for 24 h. (**D**) The mRNA expression levels of FOXM1 target genes in TOV-21G cells treated with RAME (20 µM and 40 µM) for 24 h. Error bars correspond to mean ± SEM (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; unpaired *t*-test.

**Figure 2:**
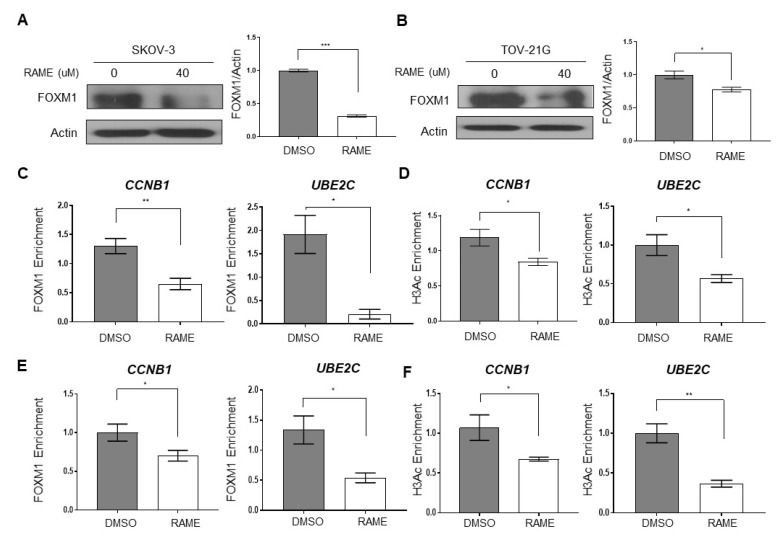
RAME decreases FOXM1 levels and the expression of its target genes by inhibiting the enrichment of FOXM1 on promoters. (**A**) Immunoblot analysis of FOXM1 (left) and its quantitative graph (right) in SKOV-3 cells. (**B**) Immunoblot analysis of FOXM1 (left) and its quantitative graph (right) in TOV-21G cells. (**C**,**D**) Chromatin Immunoprecipitation (ChIP)-qPCR analysis with FOXM1 (**C**) and H3Ac (**D**) antibody on CCNB1 and UBE2C promoters in RAME-treated SKOV-3 cells treated with 40 µM of RAME for 24 h. (**E**,**F**) Chromatin Immunoprecipitation (ChIP)-qPCR analysis with FOXM1 (**E**) and H3Ac (**F**) antibody on CCNB1 and UBE2C promoters in RAME-treated TOV-21G cells treated with 40 µM of RAME for 24 h. Error bars represent the mean ± SEM (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; unpaired *t*-test.

**Figure 3:**
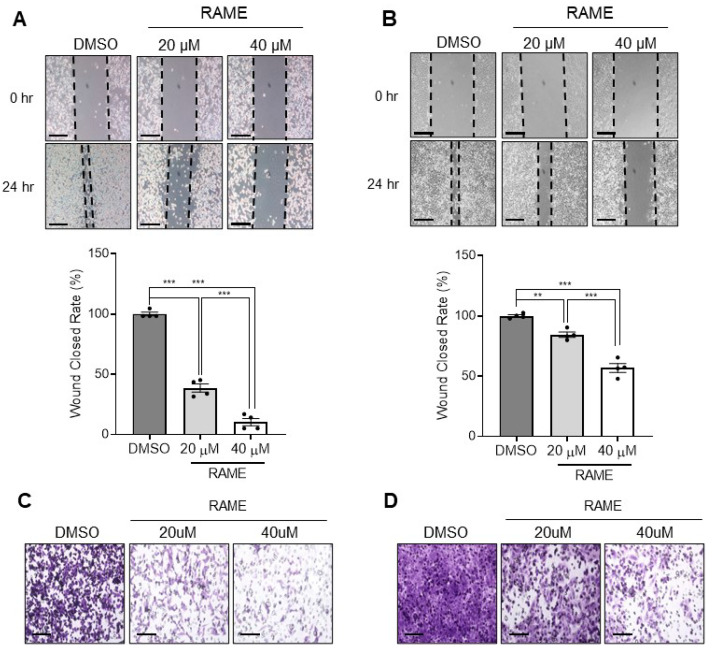
RAME inhibits cell migration and invasion in an ovarian cancer cell line. (**A**) Gaps of SKOV-3 after 24 h of RAME treatment at concentrations of 0, 20, and 40 µM (upper) and its quantitative wound close rate (lower). Scale bar = 200 μm. (**B**) Gaps of TOV-21G after 24 h of RAME treatment at concentrations of 0, 20, and 40 µM (upper) and its quantitative wound close rate (lower). Scale bar = 200 μm. (**C**) Invaded cells after RAME treatment for 24 h at concentrations of 0, 20, and 40 µM in SKOV-3 cells. Scale bar = 100 μm. (**D**) Invaded cells after RAME treatment for 24 h at concentrations of 0, 20, and 40 µM in TOV-21G cells. Scale bar = 100 μm. Error bars represent the mean ± SEM (*n* = 3). ** *p* < 0.01, *** *p* < 0.001; unpaired *t*-test.

**Figure 4:**
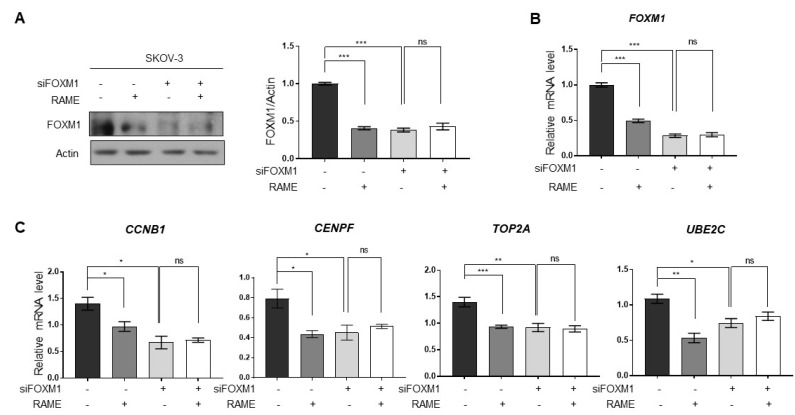
RAME regulates target gene expression via FOXM1. (**A**) Immunoblot analysis of SKOV-3 cells and FOXM1-knockdown-SKOV-3 cells following RAME treatment, as indicated. (**B**) The mRNA levels of FOXM1 in SKOV-3 cells and FOXM1-knockdown-SKOV-3 cells following RAME treatment, as indicated. (**C**) The mRNA levels of FOXM1 target genes in SKOV-3 and FOXM1-knockdown-SKOV-3 cells following RAME treatment, as indicated. Error bars represent the mean ± SEM (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; unpaired *t*-test.

**Figure 5:**
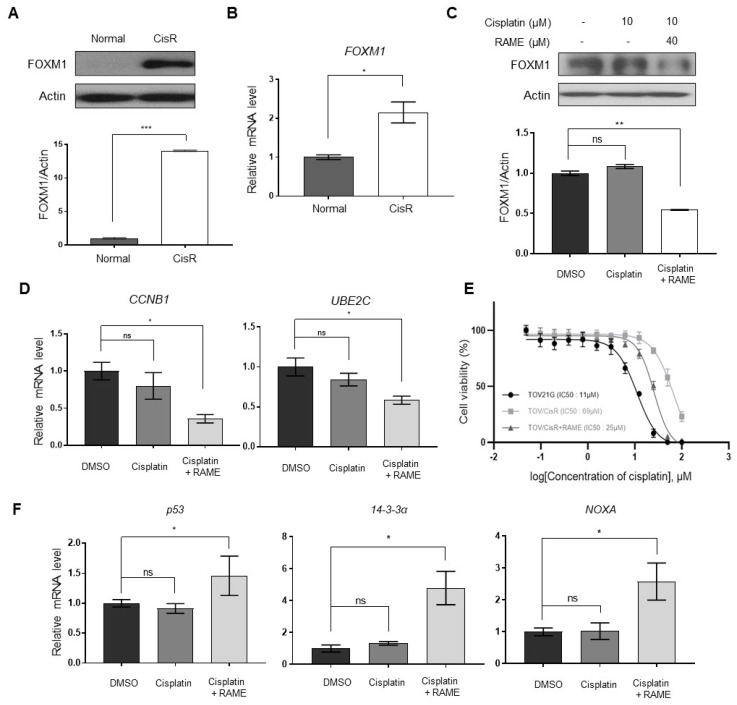
RAME sensitizes cisplatin-resistant ovarian cancer cells. (**A**) Immunoblot analysis of TOV-21G and cisplatin-resistant TOV-21G cells and its quantitative graph. (**B**) The mRNA levels of the Foxm1 gene in TOV-21G and cisplatin-resistant TOV-21G cells. (**C**) Immunoblot analysis of cisplatin-resistant TOV-21G cells and its quantitative graph. (**D**) The mRNA levels of Foxm1-binding genes in cisplatin-resistant TOV-21G cells. (**E**) Cell viability assay curves for cisplatin and the half maximal inhibitory concentration (IC50) values of TOV-21G and cisplatin-resistant TOV-21G cells. (**F**) The mRNA levels of apoptotic genes in cisplatin-resistant TOV-21G cells. Error bars represent the mean ± SEM (*n* = 3). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; unpaired *t*-test.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1424-8247/13/10/302/s1. The RNA sequencing data are available from the Gene Expression Omnibus (GEO; GSE158604). Figure S1: FOXM1 expression level in ovarian cancer patients, Figure S2: Apoptotis marker gene expression by RAME treatment in ovarian cancer cell, Figure S3: The mRNA level of FOXM1 in SKOV-3 and TOV-21G cells; Table S1: The list of 242 down-regulated genes in RAME treated SKOV-3 ovarian cancer cells (|log2(Fold change)| > 1, *p*-value < 0.05).

# Supplementary material for: Rosmarinic Acid Methyl Ester Regulates Ovarian Cancer Cell Migration and Reverses Cisplatin Resistance by Inhibiting the Expression of Forkhead Box M1
**Source:** Pharmaceuticals (Basel). 2020 Oct 12;13(10):302. doi: 10.3390/ph13100302
**Supplement:** Supplementary file 1

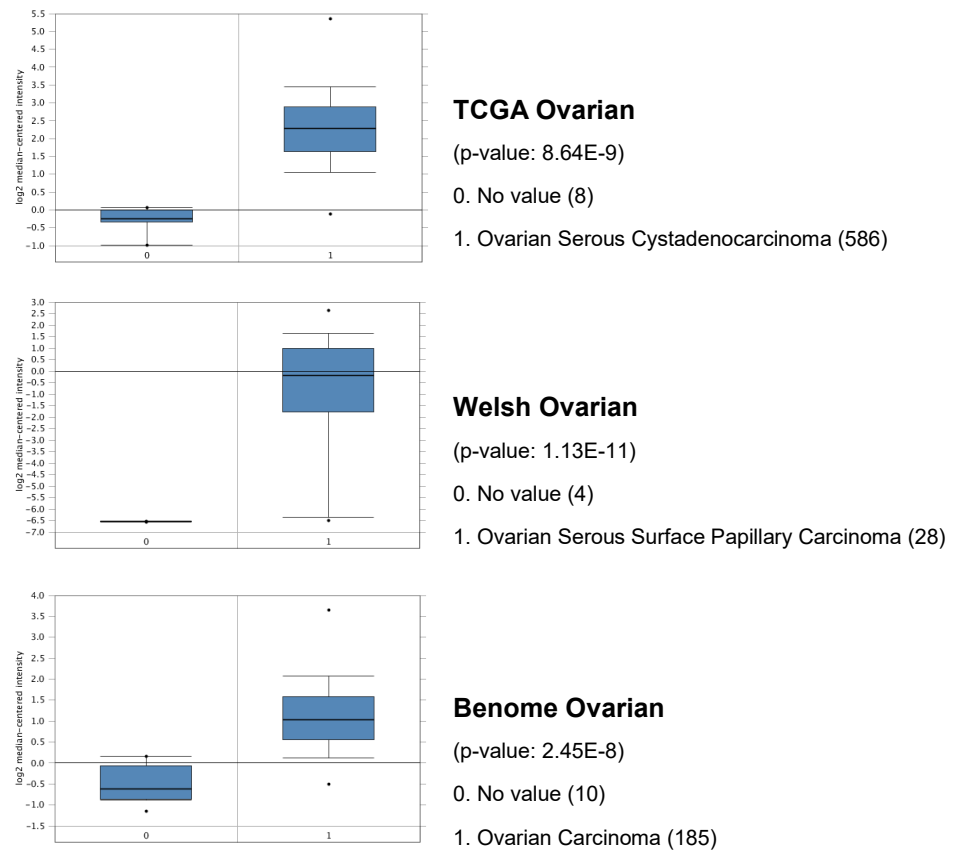

Figure 1. FOXM1 expression level in ovarian cancer patients. The relative mRNA expression of FOXM1 in TCGA cohort (Normal : 8, Cancer: 586) and two Oncomine dataset: Welsh Ovarian (Normal : 4, Cancer: 28) and Benome Ovarian (Normal : 10, Cancer: 185).

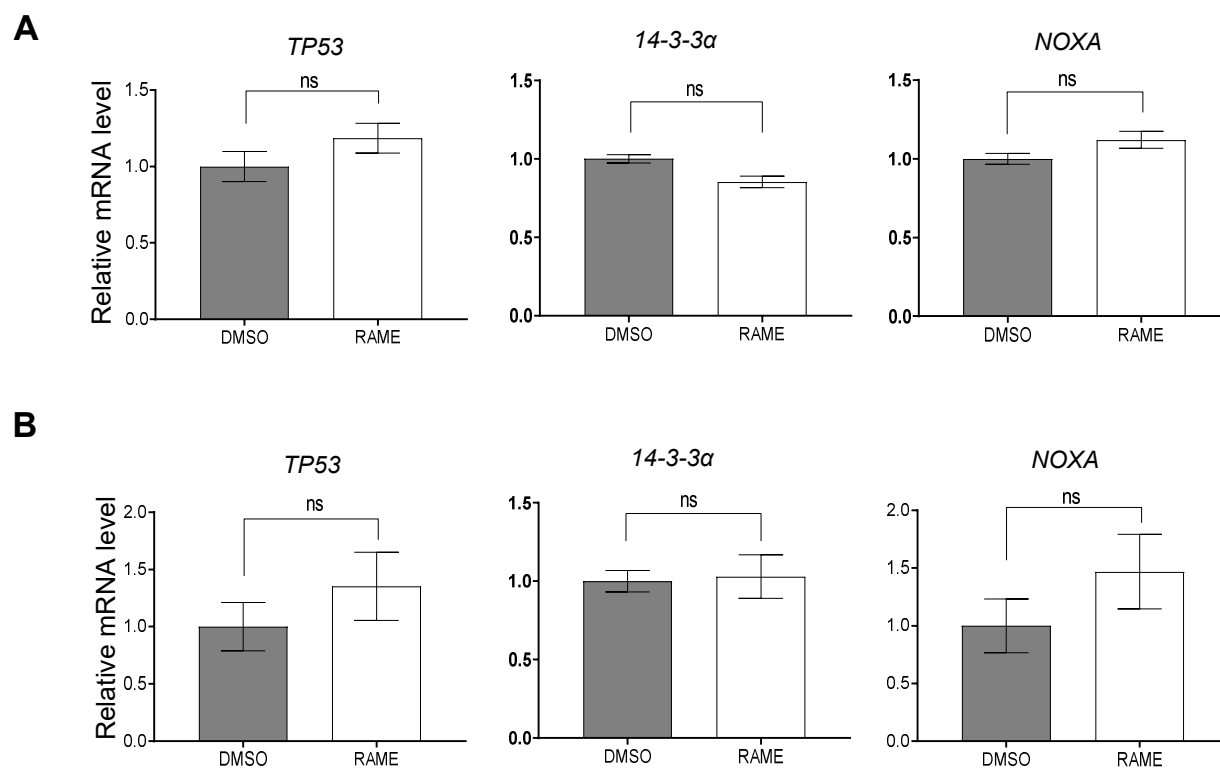

Figure 2. Apoptosis marker gene expression by RAME treatment in ovarian cancer cell. (A) The relative mRNA expression of apoptosis marker genes in SKOV-3 cells by RAME treatment (40 μ M). (B) The relative mRNA expression of apoptosis marker genes in TOV-21G cells by RAME treatment (40 μ M). Error bars represent the mean $\pm$ SEM ($n = 3$). *ns* : not significant.

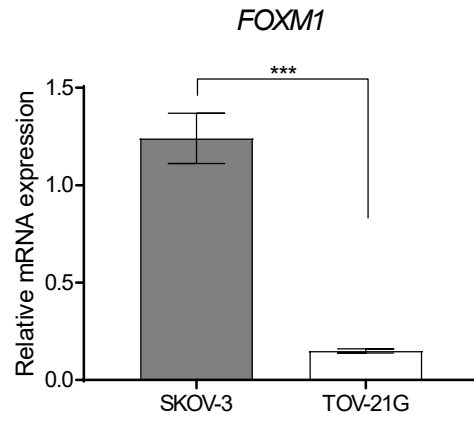

Figure 3. The mRNA level of FOXM1 in SKOV-3 and TOV-21G cells. The relative mRNA expression of FOXM1 in SKOV-3 and TOV-21G ovarian cancer cell lines. Error bars represent the mean $\pm$ SEM ($n = 3$). * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$; unpaired t test.

Table 1. The list of 242 down-regulated genes in RAME treated SKOV-3 ovarian cancer cells ($|\log_2$ (Fold change)| > 1, p -value < 0.05).

Gene symbol	RAME / Con	
	Fold change	p-value
AMOTL2	0.063	0.000
CRTC2	0.086	0.027
TOP2A	0.098	0.033
SMARCAD1	0.107	0.021
PIF1	0.110	0.003
FOXO6	0.118	0.017
PPM1H	0.133	0.001
CCDC178	0.136	0.014
ELMSAN1	0.149	0.034
RUNX2	0.157	0.020
ZNF704	0.163	0.015
RBM12B	0.163	0.015
ATP5C1	0.185	0.013
LATS2	0.187	0.011
ADAM9	0.193	0.046
APITD1-CORT	0.196	0.016
POU3F1	0.196	0.016
ARMT1	0.197	0.005
POLR1A	0.198	0.039
CCNB1	0.203	0.020
ESR1	0.206	0.038
PLS1	0.207	0.002
KAT8	0.210	0.021
SPTBN4	0.210	0.018
SWT1	0.211	0.001
PRC1-AS1	0.212	0.033
TMEM168	0.221	0.005
NDUFAF4P1	0.229	0.008
TMEM203	0.229	0.008
FILIP1L	0.230	0.016
TMPO	0.232	0.013
NSMAF	0.244	0.007
NDST3	0.248	0.047
DHDDS	0.249	0.001
MAML2	0.256	0.009
GJA9-MYCBP	0.256	0.044
SFI1	0.257	0.010
PISD	0.257	0.010
ACVR2A	0.258	0.011
LARP1	0.261	0.021
ARID1A	0.264	0.004
ZNF518A	0.265	0.033
ZNRF3	0.265	0.012
GADD45GIP1	0.269	0.030
SORBS2	0.270	0.026
NAB1	0.270	0.008
ETS1	0.270	0.030
SKA3	0.271	0.041
FADS3	0.273	0.032
RGCC	0.273	0.032
UBE2C	0.273	0.032
HERC3	0.273	0.032
CENPH	0.273	0.032
WDR55	0.273	0.032
TTPAL	0.275	0.034
C11orf63	0.275	0.015
TMEM163	0.275	0.015
TTC17	0.277	0.002
CENPF	0.277	0.021
AKIRIN1	0.281	0.038
ZNF746	0.282	0.045
NAP1L3	0.282	0.040
STARD13	0.283	0.024
HOXA-AS3	0.285	0.003

EXTL3	0.289	0.032
H1FX	0.289	0.048
MARCKS	0.292	0.008
MKRN2	0.293	0.028
TWSG1	0.293	0.015
MYCBP	0.295	0.011
C16orf52	0.295	0.031
RAB10	0.295	0.002
NDUFAF5	0.295	0.035
CALML4	0.299	0.003
CDH7	0.300	0.027
CCDC112	0.301	0.037
GUCD1	0.304	0.003
HOXA5	0.304	0.001
TGFB3	0.305	0.001
SRBD1	0.305	0.001
WRN	0.305	0.001
CAV1	0.305	0.013
SIX4	0.309	0.040
BCL2	0.310	0.026
USP54	0.311	0.044
CTGF	0.312	0.041
CHIC2	0.315	0.010
MECOM	0.315	0.037
EXT1	0.315	0.025
RFX3	0.319	0.014
PDLIM5	0.320	0.017
ACSL1	0.321	0.039
VAPA	0.322	0.027
MPLKIP	0.322	0.010
WDR20	0.324	0.028
FAM129A	0.324	0.023
PPTC7	0.326	0.033
RAB28	0.331	0.005
ZZEF1	0.333	0.004
CDC73	0.335	0.010
TENM3	0.336	0.050
ACAT1	0.339	0.023
UBQLN2	0.340	0.014
KCTD20	0.341	0.037
RPRD2	0.341	0.049
SPRED1	0.343	0.017
KCTD1	0.344	0.022
MASP2	0.344	0.034
S1PR1	0.344	0.034
FAM72B	0.344	0.034
FHOD1	0.344	0.034
TSSK2	0.344	0.034
SENP7	0.344	0.034
MRS2	0.344	0.034
RAPGEF5	0.344	0.034
PTAR1	0.344	0.034
PAK1	0.348	0.046
FAM131A	0.352	0.038
ZNF319	0.354	0.010
IQGAP2	0.354	0.048
PKNOX1	0.355	0.007
CHTOP	0.355	0.034
SYNE1	0.356	0.037
RALGAPB	0.358	0.049
PNRC2	0.358	0.038
RDH10	0.362	0.039
RAF1	0.363	0.032
SP1	0.366	0.008
STK24	0.367	0.025
WDR5B	0.367	0.011
RFK	0.369	0.009
CCBE1	0.371	0.029
MECP2	0.373	0.038

RYR3	0.373	0.046
RP9P	0.375	0.039
ELK1	0.377	0.010
UBE2W	0.377	0.045
ZNF593	0.384	0.039
HTT	0.385	0.030
PIAS4	0.388	0.004
FGF13	0.389	0.028
NCKIPSD	0.391	0.014
LZIC	0.394	0.001
SLC25A24	0.394	0.001
MYRF	0.394	0.001
FOXMI	0.394	0.001
MRPS35	0.394	0.001
ZNF891	0.394	0.001
C14orf2	0.394	0.001
CRISPLD2	0.394	0.001
IRF3	0.394	0.001
ZNF444	0.394	0.001
CKAP2L	0.394	0.001
TMEM177	0.394	0.001
SLC35E4	0.394	0.001
LYRM7	0.394	0.001
PAK1IP1	0.394	0.001
AKAP7	0.394	0.001
TTC39B	0.394	0.001
FBXW5	0.394	0.001
ERCC6L	0.394	0.001
TCEAL4	0.394	0.001
RHOBTB3	0.394	0.034
MEX3A	0.396	0.008
AP3D1	0.398	0.018
ANKRD1	0.398	0.004
ZNF207	0.399	0.007
GNPDA1	0.399	0.043
NRIP1	0.406	0.010
ZNRF1	0.407	0.010
TCF20	0.407	0.015
KLF3	0.407	0.038
SNRNP70	0.408	0.045
LUC7L3	0.411	0.027
ARIH1	0.413	0.006
E2F5	0.413	0.007
C8orf59	0.417	0.009
TMEM87A	0.417	0.012
CDC27	0.418	0.014
OCRL	0.419	0.018
TNFRSF12A	0.421	0.015
SNIP1	0.422	0.000
VCL	0.422	0.019
QKI	0.423	0.005
ZADH2	0.425	0.045
CNIH1	0.429	0.029
BRPF3	0.430	0.004
GLIS2	0.430	0.035
PRPF4B	0.430	0.015
LRP1	0.431	0.039
CCZ1B	0.432	0.014
ANKH	0.433	0.014
CCNY	0.435	0.037
NAA30	0.435	0.022
CRKL	0.436	0.039
FOXP1	0.439	0.028
RND1	0.440	0.007
KCTD5	0.440	0.037
MED13L	0.441	0.021
DDX49	0.441	0.011
TNPO1	0.444	0.016
ARID5B	0.447	0.037

CKAP5	0.450	0.036
STRN3	0.451	0.044
CDC42SE2	0.451	0.015
DDX52	0.452	0.036
PPIL4	0.453	0.012
BMPR2	0.453	0.012
GRB2	0.455	0.046
ING5	0.456	0.045
DMD	0.456	0.025
PIGW	0.460	0.005
NFIB	0.461	0.009
PUM2	0.462	0.010
NUP153	0.462	0.026
CEPT1	0.464	0.007
PPRC1	0.470	0.049
IMMP1L	0.470	0.025
TRPC1	0.471	0.032
DNAJC24	0.473	0.024
CUL5	0.473	0.014
GLS	0.474	0.017
B3GNT9	0.475	0.001
TRIM8	0.478	0.022
G3BP1	0.480	0.004
ILF3	0.480	0.006
FAM179B	0.481	0.006
VEZF1	0.482	0.021
MBNL1	0.484	0.013
TRPS1	0.486	0.013
CAMK2D	0.487	0.022
SYNCRIP	0.487	0.018
SIRT1	0.487	0.025
CHFR	0.493	0.008
BAZ2B	0.494	0.036
GSK3B	0.495	0.022
YY1	0.495	0.009
NR2F2	0.495	0.029
SP2	0.498	0.003
MIER3	0.498	0.018
LMO4	0.499	0.016
PEG3	0.500	0.048

How the deposited data were processed for this re-analysis (not part of the article)

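The deposited table covers 4 RNA-sequencing libraries of cells labelled SKOV-3, 2 given DMSO and 2 given 40 µM RAME for 24 h. All 4 were mapped to their condition and replicate number from the sample labels and the paper. The authors made 3′ libraries with the QuantSeq kit, sequenced single-end reads and aligned them with Bowtie2, and the submitters' processing notes name Bowtie2 and the hg19 build. The version of the aligner, the gene annotation, the counting tool and the setting for strand are not given in the sources used here, so reads of overlapping or antisense genes cannot be told apart. The authors deposited raw read counts per gene, which are whole numbers. The authors also deposited normalized values on a log2 scale, equal to log2 of a normalized count plus 1, by a normalization that the paper's text does not name. It was checked not to be 1 factor per library. The fold in the authors' deposited table is the ratio of the group means of the normalized count plus 1. The p-value in the authors' deposited table was reproduced from the normalized values on the linear scale by an equal-variance test of both groups, and is set to 1 where both DMSO libraries have 0 reads.

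The raw counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (min.count 10, min.total.count 15), which left 4517 of 25737 genes. Libraries were scaled by TMM, with factors of 1.04, 1.03, 0.962 and 0.974 in the order DMSO 1, DMSO 2, RAME 1 and RAME 2. The quasi-likelihood test (glmQLFit, robust, and glmQLFTest) compared RAME with DMSO without the replicate number, and p-values were adjusted by Benjamini-Hochberg over the genes tested. The biological coefficient of variation was 29.9%. Standard errors are the fold change divided by the root of the F statistic. Genes below the filter were tested in a separate fit of all 11683 genes with a read. CPM of single libraries were normalized by TMM, and ratios and floors over a group use its total reads. A count of 0 allows up to 3 reads, taken over the group, and the reads of the other group are taken as exact there. Intervals are exact binomial intervals at 95%, and reads without molecular identifiers are not independent molecules.

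The 27 gene lists comprise the 4 FOXM1 targets named by the paper, G2/M and mitosis, G1/S and DNA replication, p53 targets, pro-apoptotic and anti-apoptotic genes, EMT with migration and invasion, YAP/TEAD targets, NRF2 and oxidative stress, ATF4 and the integrated stress response, the unfolded protein response, heat shock, cholesterol synthesis, hypoxia and glycolysis, autophagy and lysosome, DNA repair, platinum transport and resistance, cytosolic ribosomal proteins, mitochondrially encoded genes, nuclear genes of the respiratory chain, metallothioneins, immediate early genes, the interferon response, epithelial and ovarian cancer cell identity, markers of other cell types, reference genes and Table S1. Lists with at least 2 tested members, 21 in all, were tested by camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation. Of these, 10 passed with the preset and 0 with the estimated correlation. In simulated counts 1 changed list of 20 genes was called with the preset and not with the estimated correlation. Those genes varied independently, so this does not show which setting suits the real lists.

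The genes named are those the paper names for this experiment and for apoptosis, and the 10 genes with the largest rise and the 10 with the largest fall among called genes with a mean of at least 20 reads and both RAME libraries on the same side of both DMSO libraries. They also include the 2 to 4 members of each list with the smallest p among genes with a mean of at least 20 reads, and the 5 genes of Table S1 with the most reads and the 5 with the lowest fold, whose folds had been seen. Where 5 or fewer members of a list were called, those outside the rule are named too and said to be. Rows within 5 places of each other whose counts differed by at most 10% plus 1 read in each library were taken as sharing reads. There were 126 such genes among those tested.

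For the counts of genes over 2-fold, the authors' normalized values were averaged per group. The second of these counts adds an unadjusted p under 0.05 from an equal-variance test on the log2 values, after the test the paper's statistics section names for the whole paper. The alternatives were DESeq2 1.42.0, limma-voom, fry, other scalings and filters, other thresholds, other pseudocounts (1 and 5) and means, the replicate number as a block, and leaving out each library in turn. Libraries thinned to the smallest total, crossed pairing, removal of rows sharing reads, a test on the linear scale and removal of genes at 0 in both DMSO libraries were added after the data were seen. The scripts were tested on simulated counts with 200 changed genes. The Enrichr analysis, the RT-qPCR, immunoblot, ChIP and migration data were not analysed here. The results of some single genes that the rule selects are not reported.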

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

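The edgeR calls and the counts without 1 library were planned. Of the tests of explanations, the one that leaves out the 10 most-read genes was written down before its result was seen, and the others were chosen after their results, or part of them, were seen. Several gene groups that the paper does not treat as groups held genes called in edgeR. Higher were 12 genes of the unfolded protein response, 6 heat shock genes, 9 genes of hypoxia and glycolysis, 6 p53 targets and 4 immediate early genes. Lower were 5 YAP/TEAD targets, of which AMOTL2 and LATS2 are among those listed in the paper's Table S1. HSPA5 and DDIT4 had log2 fold changes of 3.48 and 4.92. By fold alone, 778 genes with 0 reads in both DMSO libraries were more than 2-fold higher with RAME.

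The 12 higher genes of the unfolded protein response and the 6 higher heat shock genes, 18 in all, are the first pattern. After all libraries were thinned to the smallest total, 16 of the 18 were called higher, so these calls did not need unequal depth. The main test already scales by depth and the 18 were chosen as called. Most were therefore likely to stay called, and thinning adds little support. With the 10 most-read genes left out, among them 2 of the 18, the other 16 were called higher. The 10 most-read genes of each library took 10.45% to 15.17% of its reads, so a few genes did not take most of them. This test therefore had little to remove and adds no support of its own. Without RAME replicate 1 it was 15 and without RAME replicate 2 it was 12, so 1 RAME library does not account for the pattern. That RAME induces these genes is a hypothesis, and a difference in how the DMSO and RAME cultures were handled was not tested and may act the same way.

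The second pattern is the 3567 genes over 2-fold with no p-value. Among genes with a mean under 5 reads, 1916 passed between RAME and DMSO, against 1680 and 1555 in the 2 other ways of dividing the 4 libraries 2 against 2. The ratio to the larger is 1.14, so dividing the libraries without regard to RAME gave nearly as many. Each side of those other divisions mixed a DMSO with a RAME library, which evens out depth. They also hold differences between libraries, so counting noise was not told apart from other sources. Among genes with a mean of at least 20 reads, 971 passed against 159 and 313, a ratio of 3.1, so a spread of this size does not account for that part. An effect of RAME stays open there and is untested beyond the edgeR calls.

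The third pattern is that 15 of 16 genes of epithelial and ovarian cancer cell identity had 12 or fewer reads over all 4 libraries. ERBB2, which is amplified in SKOV-3 cells, and EPCAM had 0 reads, KRT8 had 1 and KRT18 had 4. Some genes that every cell uses were also near 0, such as RPL13A and GPX4, and 32.8% of 61 nuclear genes of the respiratory chain had 12 or fewer reads, but this share is below the 93.8% of the epithelial list (Fisher's exact test, p = 1.03e-05), which argues against a loss alike for every kind of gene. Whether the cells were other than the labelled line stays open, since only 1 of 20 markers of other cell types, COL1A2, reached a mean of 20 reads and the list covers no other cell lines. In a check of genes that tell donors apart, 4 of 4 libraries did not match the label, but reads shared with related genes were not excluded as its source. No biological explanation was tested.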

How the results depend on the processing

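Crossed pairing, thinning, the linear scale, removal of genes sharing reads or at 0 in both DMSO libraries and leave-one-out values of the p-filtered count were chosen after the data were seen. No called gene or list among those named changed its direction under any setting. The 612 genes changed at adjusted p under 0.05 were 433 to 787 under the other tools, scalings and filters, 1027 at an adjusted p under 0.10 and 323 to 857 without 1 library. A group left with 1 library was assumed to vary like the other. Upper quartile scaling gave 381 higher and 261 lower genes and moved the median log2 fold change from 0.01 to 0.12. With the replicate number as a block there were 437 (206 higher, 231 lower). Same-numbered libraries deviated in opposite directions (correlation −0.335 across genes) and nothing states that a number marks a shared day. Crossed pairing called 1787 genes. Of FOXM1 and its 4 targets, 1 was called in the main test and under the block; 2, TOP2A and CCNB1, were called with library size only and with no filter, and 1 to 2 without 1 library. Genes below a filter take their value from the fit with no filter, so the 2 at a mean of at least 20 reads, which CCNB1 does not reach, repeat that call. Of the 10 called lists, 0 kept the call with an estimated correlation, 8 with no filter (10 were called, without the immediate early and pro-apoptotic lists), 9 at a mean of at least 20 reads, where the FOXM1 targets were too few to test, and all 10 otherwise, when 10 to 13 were called. With the block, the NRF2 (adjusted p = 0.0389) and respiratory chain lists (0.0163) passed too, and 2 cytosolic ribosomal genes were higher and 3 lower. The apoptosis genes that the paper measured by RT-qPCR had 0 calls throughout. The number of genes over 2-fold, no p threshold applied, fell from 3567 to 1379 with a pseudocount of 5, 1651 at a mean of at least 5 reads and 971 at 20, by construction, and was 3681 to 4622 without 1 library. The number of genes over 2-fold at unadjusted p under 0.05 was 898, against 515 with a pseudocount of 5, 525 and 367 under these filters, 428 in the paired form with the number as a block, 455 in the unequal-variance form, 1408 with edgeR's p and 569 to 1479 without 1 library. The count over 2-fold between the DMSO libraries was 2697, against 452 at a mean of at least 20 reads; between the RAME libraries it was 4349, against 382, or 2776 without genes at 0 reads in both DMSO libraries, a filter that cannot lower the DMSO count. Where no construction is named, the cause was not tested. Over the alternatives, 103 values of single genes lost a call, 45 gained one and 1688 did neither; for single lists these were 12, 12 and 311. Depth limits the tests: 4517 of 11683 genes with reads could be tested.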

Differences from the paper's values

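The paper's count of upregulated genes is 1337, and the count here of genes more than 2-fold higher by the group means is 2115. The paper's text names no p-value threshold for this count. Of the alternatives set before the data were examined, geometric means (1828) come within 1.5 times of the paper's value. The others do not: TMM CPM (2225), a pseudocount of 1 (2115) or 5 (644), a mean of at least 5 (738) or 20 reads (376), and leaving out 1 library (2359 to 2649). Leaving out the 778 genes with 0 reads in both DMSO libraries gives 1337, and 2789 for both directions together, the paper's values; this setting was chosen after seeing the values. In the authors' deposited table these 778 genes carry a p-value of 1. The paper's 1452 downregulated genes equal the 1452 found here.

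The paper's 242 downregulated genes compare with 292 here for an equal-variance test on the log2 scale, of which 195 are in Table S1. The same test on the linear scale of the normalized values, chosen after seeing the values, gives 242, the genes of Table S1, and drops 0 of them.

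The paper describes CCNB1, CENPF, TOP2A and UBE2C as downregulated in the RNA-sequencing data. All 4 had lower counts in both RAME libraries here, and TOP2A passed an adjusted p of 0.05 in edgeR, while CCNB1 (0.0513), CENPF (0.0842) and UBE2C (0.485) did not. CCNB1 passed with library size only, with no filter, without DMSO replicate 2 and without RAME replicate 2. CCNB1 and CENPF passed under crossed pairing, chosen after seeing the values. By fold and unadjusted p, the equal-variance test on the log2 scale called TOP2A and UBE2C, edgeR's p called CCNB1, CENPF and TOP2A, and the linear scale called all 4.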

Other observations

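Single genes of the respiratory chain, of other stress responses and of the cytosolic ribosome were called, and none of these lists passed as a set in the test chosen beforehand. Under other settings some did. The respiratory chain list passed without DMSO replicate 2 (adjusted p = 0.0122 by camera) or RAME replicate 2 (0.0234), and the NRF2 list with no filter (0.000996) and without DMSO replicate 1 (0.00628) or RAME replicate 1 (0.00829). The ATF4 list (0.0366) and the ribosomal list (0.0294) passed without DMSO replicate 1. Of 29 tested nuclear genes of the respiratory chain, 5 were lower and none was higher at an adjusted p under 0.05 in edgeR (7 lower when adjusted over the list alone; camera adjusted p = 0.0685): COX5A (log2 fold change −2.79), UQCRQ (−2.61), UQCRC2 (−2.59), UQCRH (−2.51) and NDUFS3 (−2.86), the last named after its values were seen. All 5 had more reads in DMSO replicate 1 than in replicate 2, as COX5A with 717 and 209, and 1 member of the list was called without DMSO replicate 1, 10 without DMSO replicate 2 and 0 in limma-voom. Of 13 tested genes of ATF4 and the integrated stress response, 3 were higher (4 when adjusted over the list alone) and 2 were lower (2), with camera adjusted p = 0.163. The higher ones were DDIT4, ATF3 and XPOT (3.81, named after its values were seen, with its call lost without RAME replicate 2), and the lower ones were the transcription factor genes CEBPG (−3.50) and CEBPB (−3.26, lost without DMSO replicate 1). Of 9 tested genes of NRF2 and oxidative stress, NQO1 (2.12) and TXNRD1 (3.86, named after its values were seen) were higher and none was lower (3 higher when adjusted over the list alone; camera adjusted p = 0.0744). Both lost their calls without DMSO replicate 1, NQO1 also without RAME replicate 2 and TXNRD1 without RAME replicate 1. Of 69 tested cytosolic ribosomal protein genes, 5 were higher and 2 were lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.363). The higher ones, among them RPLP2 (1.12), FAU (1.10), RPL36 (1.16) and RPL8 (0.91), all lost their calls without DMSO replicate 1 and without RAME replicate 1, as did RPL27 (−3.35), while RPL15 did not. Without DMSO replicate 2 the list had 6 higher and 9 lower genes, and without RAME replicate 2 it had 5 and 9. It had 10 and 2 with upper quartile scaling, 7 and 4 in DESeq2 and 5 and 0 in limma-voom. RPL36, RPL8 and RPL27 were named after their values were seen, and these genes have pseudogenes that can share reads.

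Of the apoptosis genes that the paper measured by RT-qPCR, PMAIP1 had 2 reads over the 4 libraries, too few to test. SFN had a log2 fold change of 0.36 (adjusted p = 0.512) and YWHAB 0.15 (adjusted p = 0.746), from edgeR. None of these was called by edgeR, with or without the filter or the block, or by DESeq2, and 0 of SFN and YWHAB passed at an unadjusted p under 0.05. Of 4 tested pro-apoptotic genes, BBC3 and BNIP3 (3.15, named after its values were seen) were higher and none was lower (4 higher when adjusted over the list alone; camera adjusted p = 0.00355, adjusted p = 0.202 with an estimated correlation and 0.251 with no filter). None of 3 tested anti-apoptotic genes was called (0 when adjusted over the list alone, 1 lower at an unadjusted p under 0.05; camera adjusted p = 0.422, and 0.0493 by fry).

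In other lists 1 or no gene was called in a direction. Of 22 tested genes of EMT, migration and invasion, CAV1 was lower (−1.67) and EZR was higher (1.25, lost without either DMSO library or RAME replicate 2), as when adjusted over the list alone (1 each; camera adjusted p = 0.697). The lower genes of this list were 3 without DMSO replicate 2, and 2 without RAME replicate 2 or with library size only. HMGCS1 (2.32, lost without RAME replicate 1) was the higher gene of 6 tested for cholesterol synthesis (2 when adjusted over the list alone; adjusted p = 0.212, and 0.0233 with no filter). ATG3 (−2.94, lost without DMSO replicate 1) was the lower gene of 15 for autophagy and lysosome (1 when adjusted over the list alone; adjusted p = 0.57, and 0.021 by fry), and RAD54L the lower gene of 11 for DNA repair (1; adjusted p = 0.908). RAD54L had a log2 fold change of −2.01, lost its call without DMSO replicate 1 or RAME replicate 1, and is uncertain since its reads nearly equal those of its neighbour LRRC41. Of 12 tested reference genes, TFRC, the transferrin receptor gene, was higher (2.42; 1 when adjusted over the list alone; adjusted p = 0.467). The interferon list had 1 tested member, IFITM3 (2.67, adjusted p = 0.0478), named after its values were seen, and its call was lost whichever 1 library was left out. The lists for platinum transport and resistance, epithelial and ovarian cancer cell identity and markers of other cell types had 1 tested member each, not called in edgeR. No metallothionein gene had enough reads, and 0 of 13 mitochondrially encoded genes are listed in the table.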
